# *De Novo* Assembly and Characterization of Stress Transcriptome in a Salinity-Tolerant Variety CS52 of *Brassica juncea*

**DOI:** 10.1371/journal.pone.0126783

**Published:** 2015-05-13

**Authors:** Rita Sharma, Manjari Mishra, Brijesh Gupta, Chirag Parsania, Sneh L. Singla-Pareek, Ashwani Pareek

## Abstract

Oilseed mustard, *Brassica juncea*, exhibits high levels of genetic variability for salinity tolerance. To obtain the global view of transcriptome and investigate the molecular basis of salinity tolerance in a salt-tolerant variety CS52 of *B*. *juncea*, we performed transcriptome sequencing of control and salt-stressed seedlings. *De novo* assembly of 184 million high-quality paired-end reads yielded 42,327 unique transcripts longer than 300 bp with RPKM ≥1. When compared with non-redundant proteins, we could annotate 67% unigenes obtained in our study. Based on the mapping to expressed sequence tags (ESTs), 52.6% unigenes are novel compared to EST data available for *B*. *juncea* and constituent genomes. Differential expression analysis revealed altered expression of 1469 unigenes in response to salinity stress. Of these, 587, mainly associated with ROS detoxification, sulfur assimilation and calcium signaling pathways, are up regulated. Notable of these is *RSA1 (SHORT ROOT IN SALT MEDIUM 1) INTERACTING TRANSCRIPTION FACTOR 1 *(*RITF1*) homolog up regulated by >100 folds in response to stress. *RITF1*, encoding a bHLH transcription factor, is a positive regulator of *SOS1* and several key genes involved in scavenging of salt stress-induced reactive oxygen species (ROS). Further, we performed comparative expression profiling of key genes implicated in ion homeostasis and sequestration (*SOS1*, *SOS2*, *SOS3*, *ENH1*, *NHX1*), calcium sensing pathway (*RITF1*) and ROS detoxification in contrasting cultivars for salinity tolerance, *B*. *juncea* and *B*. *nigra*. The results revealed higher transcript accumulation of most of these genes in *B*. *juncea* var. CS52 compared to salt-sensitive cultivar even under normal growth conditions. Together, these findings reveal key pathways and signaling components that contribute to salinity tolerance in *B*. *juncea *var. CS52.

## Introduction

*Brassica juncea* (L.) Czern and Coss, also known as Indian mustard, is mainly cultivated as an oilseed crop. Like other crop plants grown in the arid and semiarid regions of the world, yield and product quality in *Brassica* species is adversely affected by a wide range of biotic and abiotic stresses [1,2]. Singh and coworkers [3] reported significant reductions in oil, protein and fiber contents with increased erucic acid content in *Brassica* cultivars in response to salt stress. Therefore, identification and generation of improved genotypes with increased salinity tolerance is required to maintain the optimum yield and product quality in *Brassica* species.

*B*. *juncea* exhibits significant intraspecific genetic variability for salinity tolerance [4,5]. CS52, an Indian mustard variety developed at Central Soil Salinity Research Institute (CSSRI; http://cssri.nic.in/achievements.htm) India, is considerably adapted to saline and sodic soils (EC_e_ 6.0–8.5 dS m^-1^ and sodicity pH_2_9.3). Physiological experiments revealed the maximum accumulation of proline with minimum levels of H_2_O_2_, electrolyte leakage and malondialdehyde contents in CS52 compared to other varieties tested [6]. Based on the expression analysis of a limited number of genes, it has been earlier proposed that SOS2 pathway is likely responsible for salinity tolerance in this variety [7,8]. However, salinity tolerance is a very complex trait regulated by several independent and/or interdependent pathways. Therefore, whole genome expression profiling is needed to investigate the global changes in gene expression in response to salinity stress and understand the functional genetic basis of salinity tolerance in *B*. *juncea* var. CS52.

*B*. *juncea* is a natural amphidiploid (AABB, 2n = 36) of *B*. *rapa* (AA, 2n = 20) and *B*. *nigra* (BB, 2n = 16) with haploid (1X) genome size estimated to be 534 Mbp [9]. So far, the whole genome sequence of only *B*. *rapa* has been attempted [10] with very limited sequence information available for *B*. *juncea* and *B*. *nigra* genomes in public databases. Given the large genome size, limited sequence information and genomic resources available, exploiting genetic potential for genome-assisted breeding and trait improvement in *B*. *juncea* is greatly hampered. As a significant step towards deciphering global view of transcriptome and comparative expression analysis in *B*. *juncea*, recently RNA sequencing followed by *de novo* assembly has been adopted. Sun and coworkers [11] used Illumina short-read technology with a tag-based digital gene expression system to gain insights into the molecular mechanism of stem swelling and development in the tumorous stem mustard *B*. *juncea* var. tumida Tsen et Lee. Similarly, Liu and coworkers [12] employed RNA sequencing to investigate the molecular mechanism underlying seed pigmentation in *B*. *juncea*. Recently, Paritosh and coworkers [13] developed SNP markers for Varuna and Heera lines of *B*. *juncea* and analyzed synteny between two constituent genomes using RNA-sequencing data. However, so far, genome-wide analysis of gene expression in response to abiotic stresses has not been undertaken in *B*. *juncea*.

Here, we report transcriptome sequencing of two-weeks-old seedlings of *B*. *juncea* var. CS52 under normal growth conditions (CTRL) and in response to salinity stress (SS). Analysis of high expressing genes in CTRL library and differentially expressed genes in response to salinity stress revealed key signaling components and pathways contributing to salinity tolerance. Real-time qPCR-based expression analysis of key abiotic stress-responsive genes in two contrasting cultivars of *Brassica* (salt-tolerant, *B*. *juncea* and salt-sensitive, *B*. *nigra*) highlighted constitutive expression of most of them in the tolerant variety under normal growth conditions. Furthermore, data generated in this study provides a valuable resource for more focused investigations of salinity tolerance mechanisms in *Brassica* genotypes and initiating functional genomic studies for trait improvement.

## Materials and Methods

### Plant materials and stress treatment

Seeds of *B*. *juncea* var. CS52 were washed with de-ionized water and germinated in a hydroponic system with continuous air bubbling for 48 h in dark and then transferred to light for further growth (25 ± 2°C, 12 h light and dark cycle) in plant growth room. Fifteen-day-old seedlings were subjected to 200 mM salinity stress for 24 h. After 24 h, tissue from about ten randomly selected seedlings was pooled to minimize biological variability for each sample and frozen in liquid nitrogen. Seedlings maintained in water were simultaneously collected as control.

### RNA extraction, library preparation and sequencing

Total RNA was extracted from the frozen tissue using TRIzol reagent (Sigma, USA) as per manufacturer’s instructions. Extracted RNA was assessed for quality and quantity using an Agilent 2100 Bioanalyzer (Agilent Technologies). RNA with an RNA Integrity Number (RIN) ≥8.0 was used for mRNA purification using oligo dT beads (TruSeq RNA Sample Preparation Kit, Illumina). The purified mRNA was fragmented at elevated temperature (90°C) in the presence of divalent cations and reverse transcribed with Superscript II Reverse Transcriptase (Invitrogen Life Technologies) by priming with random hexamers. Second strand cDNA was synthesized in the presence of DNA polymerase I and RNaseH. The cDNA was cleaned using Agencourt Ampure XP SPRI beads (Beckman Coulter). Illumina adapters were ligated to the cDNA molecules after end repair and addition of an ‘A’ base followed by SPRI clean-up. The resultant cDNA library was amplified using PCR for enrichment of adapter ligated fragments, quantified using a Nanodrop spectrophotometer (Thermo Scientific) and validated for quality with a Bioanalyzer (Agilent Technologies). It was then sequenced using the Illumina’s Hi-Seq 2000 platform.

### Assembly, annotation and differential expression analysis

After assessing the quality of the reads and removing low-quality reads, high-quality (Phred Score ≥20) paired-end and orphan reads were merged together and aligned to *B*. *rapa* genome using Tophat aligner [14]. The aligned and unaligned reads were separately subjected to *de novo* assembly using Trinity software (http://trinityrnaseq.sourceforge.net/) with default k mer size set to 25 bp [15]. To generate non-redundant full-length transcriptome (unigenes), the assembled transcripts with sequence length longer than 300 bp and >70% identity were clustered together using CD-HIT-EST v 4.6.1 clustering tool [16]. Further, high-quality reads were mapped back to the assembled transcriptome sequences for assembly validation. Reads were aligned using Bowtie with default parameters (http://bowtie-bio.sourceforge.net/index.shtml). Transcripts with ≤70% mapping coverage were discarded from the final assembly.

Annotation for all the unique transcripts was done using BLAST homology search against *B*. *rapa* CDS and protein sequences from BRAD (http://*Brassica*db.org/), *Arabidopsis thaliana* cDNA sequences (TAIR-10 database: ftp://ftp.*Arabidopsis*.org/home/tair/Sequences/blast_datasets/TAIR10_blastsets/) and the National Center for Biotechnology Information Non-Redundant (NCBI-NR) Protein database (http://pubmlst.org/cgi-bin/mlstanalyse/mlstanalyse.pl?site=pubmlst&page=nrdb). BLAST hits with e-value ≤0.001 and query coverage above 50% were considered as homologous proteins. A custom AWK (programming language) script was used for filtering reciprocal best hits. BLAST hits were processed to retrieve associated Gene Ontology (GO) terms describing biological processes, molecular functions, and cellular components using GO-Elite [17]. BGI Web Gene Ontology Annotation Plotting (WEGO) tool was used for plotting GO terms [18].

Expression levels of all the transcripts in the individual libraries (CTRL and SS) were assessed by mapping high-quality (HQ) filtered reads using BOWTIE2 [19]. Mapped reads were further normalized using DESeq method [20]. Rapa and Non-Rapa segregation was done based on the homology by performing BLAST of secondary assembly against *Brassica*_rapa_v1.2.pep and *Brassica*_rapa_v1.2.cds obtained from *Brassica* database (BRAD; http://*Brassica*db.org/). Normalization and differential expression analysis (≥2 folds and False Discovery Rate (FDR) ≤0.05) were carried out using DEseq [20].

### Functional categorization and pathway analysis

For functional categorization and pathway visualization, we used KEGG orthologs, identified using the KEGG Automated Annotation Server (KAAS), with default parameters (http://www.genome.jp/kegg/) and separately mapped the high-expressing (Normalized RPKM ≥ 100) and differentially expressed transcripts (FC ≥2, FDR ≤0.05) on the MapMan tool (http://mapman.gabipd.org/web/guest/mapman; [21]) with the Brapa_197 mapping file. Pathway images were saved as. png files.

### Quantitative real-time PCR (qPCR) validation

The gene-specific primers for qPCR were designed using Primer Express software (Applied Biosystems) and confirmed for their specificity by blast search in NCBI. For qPCR validation of differentially expressed unigenes, *B*. *juncea* var. CS52 seeds were germinated in vermiculite. Fifteen-day-old seedlings were subjected to 200 mM salinity stress and tissue was collected after 0 and 24 h of treatment. For comparative expression profiling, seeds of *B*. *juncea* var. CS52 and *B*. *nigra* were germinated in vermiculite. Tissue collected from fifteen-day-old seedlings was used for expression analysis. The RNA was isolated using TRIzol reagent (Sigma, USA) and treated with DNase as per manufacturer’s instructions. cDNA was synthesized using First Strand cDNA Synthesis Kit (Thermo Scientific). The data was normalized using *UBQ9* (Ubiquitin) as reference [22]. qPCR analysis was performed with two biological replicates. The relative expression values were calculated using 2^(-Delta Delta C(T))^ method [23]. The primer sequences used for validation purposes and comparative expression profiling have been given in S1 Table where S1A Table has list of primers used for qPCR validation of RNAseq data and S1B Table has list of primers used for comparative expression profiling of selected genes in *B*. *juncea* and *B*. *nigra* cultivars.

## Results

### RNA sequencing, assembly statistics and validation

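RNA from seedlings of B. juncea var. CS52, a salt-tolerant Indian mustard, was sequenced after 24 h in 200 mM salt (SS) and from seedlings kept in water (CTRL). The seedlings were 15 days old according to the paper's methods, and 2 weeks old according to its introduction and the sample labels. There is 1 library per condition, made from pooled seedlings, so no difference between the libraries has a replicate check and none was tested. The authors mapped the high-quality reads of each library to the assembled unigenes with BOWTIE2 and deposited 1 value per unigene and library, named normalized RPKM (reads corrected for unigene length and library size), for 47513 unigenes. The CTRL values are RPKM, calculated on 94800630 high-quality reads and each unigene's own length. The SS values carry no correction for length. Of 47505 listed SS values, 47505 lie within 0.01 read of a whole multiple of 1 step, and that step is the RPKM of 1 read on 849 bp with 89749190 high-quality reads. Whole reads were therefore recovered for both libraries, and unigene lengths between 301 and 9029 bp were recovered from the CTRL values. The fold changes of Table S2a were used in this recovery. Those of Table S2b, of which 75.6% of the paper's 882 unigenes were used here, were not, and the reads give them back to within 0.000458%. The reads on unigenes total 77863618 in CTRL and 73982305 in SS, which is 82.1% and 82.4% of the high-quality reads that the paper states and that the RPKM values use. Ratios of SS to CTRL were calculated from RPKM with each unigene's own length in both libraries, as log2 of the ratio after adding 0.1 RPKM to each value, which understates the change of low unigenes. These ratios cover 43250 of the 43257 unigenes with at least 1 RPKM in either library. Across these unigenes, which are not independent replicates, the Spearman correlation of the log2 ratio with unigene length is 0.881 with the SS values as deposited and 0.0507 with own lengths. All intervals are 95% intervals (exact Poisson for reads, exact Clopper-Pearson for ratios) and cover counting error only. A library with 0 reads is set to a floor of 3 reads.

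**Figure D1:**
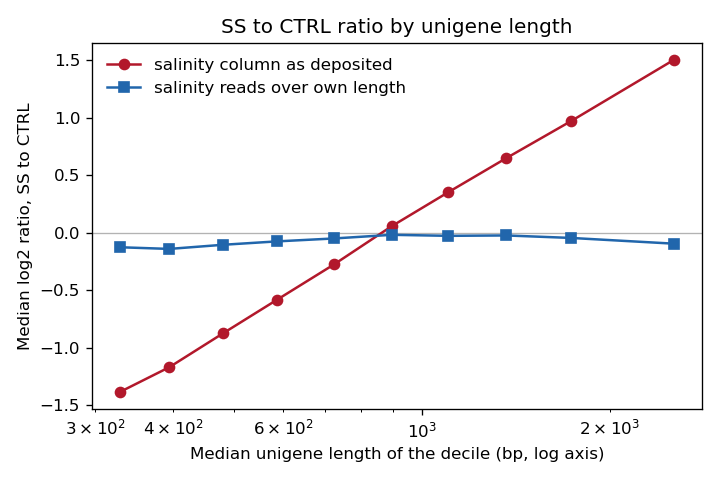
Median log2 ratio of SS to CTRL (vertical axis) in 10 equal groups of unigenes by length (horizontal axis, median length in bp, log axis). Red circles use the SS values as deposited and rise from -1.38 at 328 bp to 1.51 at 2536 bp; blue squares use each unigene's own length and stay between -0.14 and -0.02.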

We generated two cDNA libraries from the control (CTRL) and salinity stress-treated seedlings (SS) of *B*. *juncea* var. CS52. Transcriptome sequencing using Illumina paired-end sequencing platform yielded more than 200 million reads (103,827,526 & 98,442,584 from CTRL and SS libraries, respectively) of 100 bp (Table 1). After removing the low-quality reads, high-quality reads (94,800,630 from CTRL and 89,749,190 from SS library) were subjected to downstream analysis. We performed *de novo* assembly of the sequence data using Trinity assembler. The primary assembly resulted in 94,990 transcripts with N50 of 1042 bp. The N50 value improved to 1282 after running CD-HIT-EST with total number of transcripts reduced to 53,669 (Table 2). Based on the predicted transcripts, the GC content of *B*. *juncea* transcriptome is estimated to be 44.38% (Table 2). To validate these transcripts, we aligned reads from both the libraries to all the predicted transcripts. Transcripts with ≤70 mapping coverage were further discarded from the final assembly which yielded 47,513 transcripts, longer than 300 bp. Out of these, 42,327 transcripts with RPKM ≥1 were used for further analysis. 

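Of the 47513 unigenes, 42327 have a deposited value of at least 1 in either library, and 5186 do not. With at least 1 in both libraries the count is 33266, and with a mean of at least 1 it is 38519. Because the deposited SS values use a common length, the count was also made with each unigene's own length in SS, which gives 43257. This last count was chosen after seeing the data.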

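Among the unigenes with a deposited value of at least 1 in either library, recovered lengths are up to 500 bp for 10799, above 500 and up to 1000 bp for 14163, and above 1000 bp for 17365. Their median length is 832 bp.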

Length distribution analysis of shortlisted 42,327 transcripts revealed 25.5% (10800) of them to be 300–500 bp in length, 33.4% (14162) are from 501 to 1000 bp, whereas, 41% (17365) are longer than 1000 bp (Fig 1).

**Fig 1:**
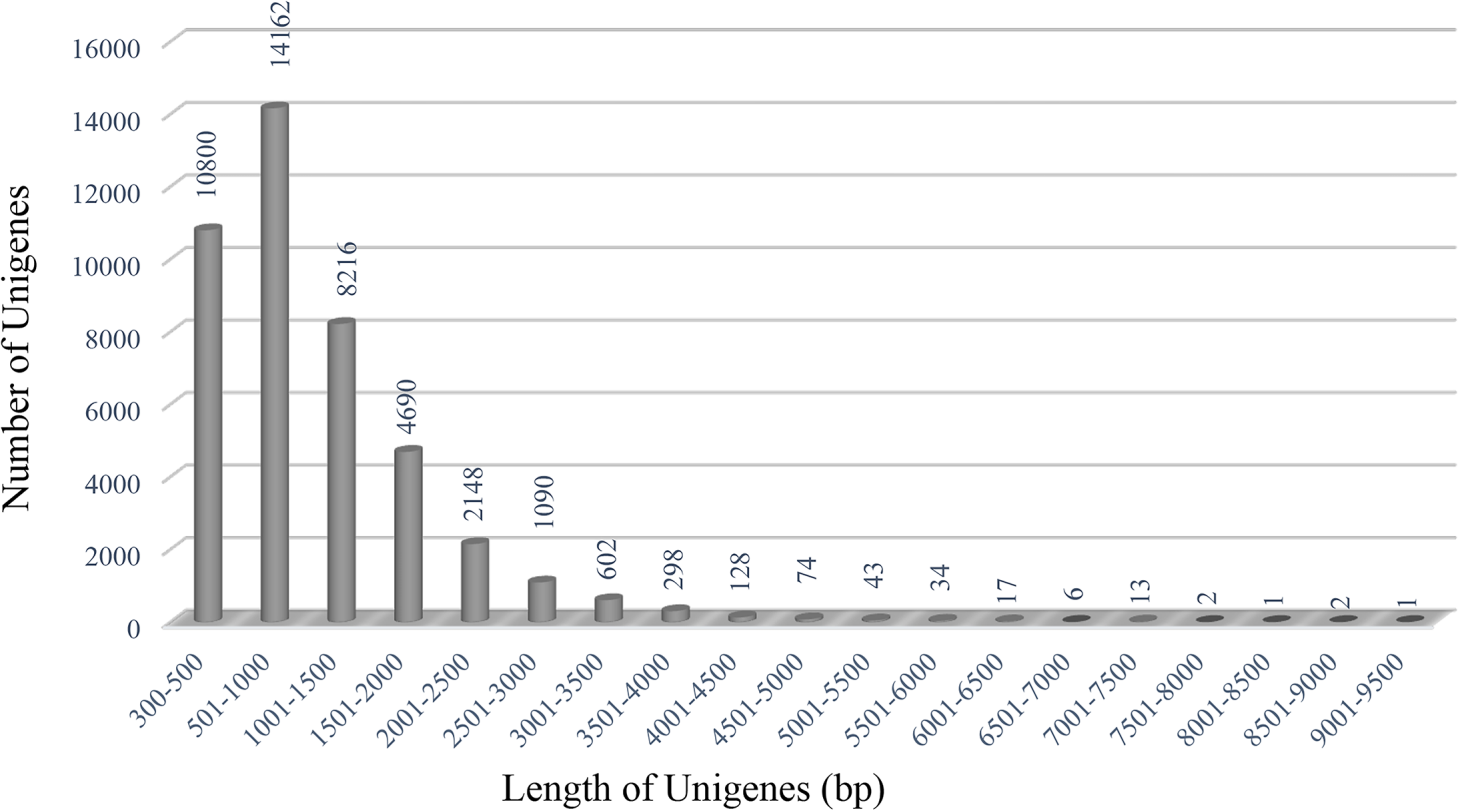
Sequence length distribution of unigenes predicted from assembled transcriptome of *B*. *juncea*. var. CS52.

**Table 1:** Summary of read statistics from RNA sequencing of *B*. *juncea* var. CS52.

	Total number of paired-end reads	Number of paired-end high quality reads (% total reads)	Number of Low quality reads (% total reads)
**CTRL**	103,827,526	94,800,630 (91.3%)	9,026,896 (8.7%)
**SS**	98,442,584	89,749,190 (91.2%)	8,693,394 (8.8%)
**Total**	202,270,110	184,549,820 (91.2%)	17,720,290 (8.8%)

**Table 2:** Statistics of the Trinity assembly after clustering.

Parameters	Values
Total number of transcripts	53,669
Transcriptome length (bp)	51,151,545
Minimum transcript length (bp)	301
Maximum transcript length (bp)	9029
Average transcript length (bp)	953
N50	1282
GC Percentage	44.38%

Further, to determine the subgenome-specific transcripts, we mapped the 42,327 transcripts on *B*. *rapa* genome. About 58% (24,770) of these mapped on predicted transcripts of *B*. *rapa*, whereas, rest 17,557 (41.5%) likely originated from *B*. *nigra* and were categorized as non-rapa transcripts (Fig 2A). 

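The unigene identifiers carry R for rapa and NR for non-rapa. The deposited table lists 27376 rapa and 20137 non-rapa unigenes, and of these 24770 and 17557 have a deposited value of at least 1 in either library. The median log2 ratio of SS to CTRL is -0.10 over rapa and -0.01 over non-rapa unigenes. Taking the SS values as deposited, the medians are 0.09 and -0.30, so the order of the groups changes.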

Further, similarity search analysis with *Arabidopsis* genome revealed homologous sequences for 48% (20,366) unigenes analyzed here.

**Fig 2:**
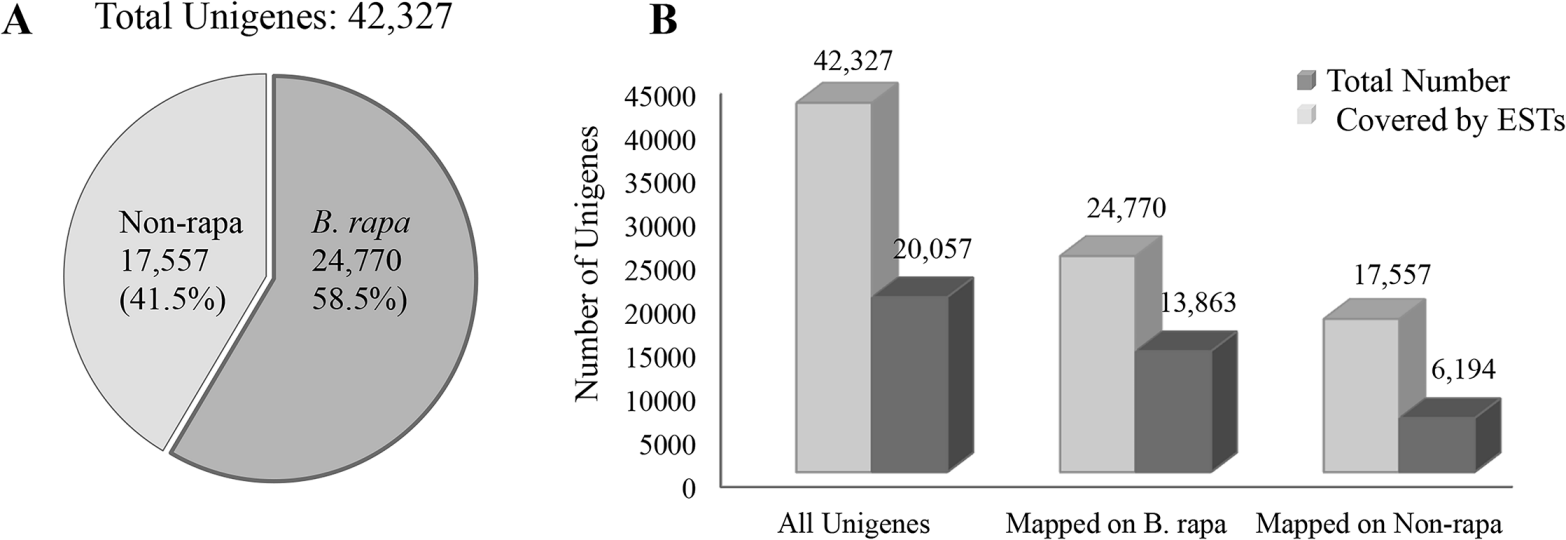
Mapping results of predicted unigenes on A) *B*. *rapa* transcripts and B) ESTs available for *B*. *rapa*, *B*. *nigra* and *B*. *juncea*. A) Pie chart showing proportion of total unigenes mapped on *B*. *rapa* transcripts and those which could not be mapped (non-rapa). B) Results of EST mapping on total unigenes, *B*. *rapa* mapped unigenes and non-rapa unigenes are presented in the form of bar graph.

To validate the assembly and gene predictions, we mapped all the EST sequences (221,810 in number) available for *B*. *rapa*, *B*. *nigra* and *B*. *juncea* in NCBI database onto the predicted transcripts. These included 214,482 *B*. *rapa*, 1810 *B*. *nigra* and 5518 *B*. *juncea* ESTs. Out of total 221,810 *Brassica* ESTs downloaded, 72.5% mapped on our assembled genome. With 20,057 (47.4%) of the 42,327 predicted transcripts validated by a corresponding EST, remaining 52.6% unigenes, identified in our study, are novel compared to previously available EST data (Fig 2B). Among those mapped to *B*. *rapa* genome, 56% could be validated by representative ESTs (Fig 2B). Only 35% of the non-rapa transcripts could be validated by representative ESTs due to very less number of EST information available for *B*. *nigra* (Fig 2B).

### Annotation and functional categorization of the predicted unigenes

For annotating *B*. *juncea* unigenes, we performed sequence similarity search with Brassica Database (BRAD; http://*Brassica*db.org/brad/) that has sequence information for *B*. *rapa* genome followed by a blast search with *Arabidopsis* sequence data in The *Arabidopsis* Information Resource (TAIR; http://www.*Arabidopsis*.org/) and then Non-redundant database of proteins at NCBI (http://www.ncbi.nlm.nih.gov/protein). Out of 42,327 predicted unigenes, 58.2% (24,770) could be annotated by blast search with BRAD database with an E-value cut off of 1e^-3^ and minimum query coverage of 60%. Further, 2934 (7%) and 880 (2%) transcripts were annotated based on the similarity search in TAIR and NRDB databases, respectively. Combined together, 67% (28,584) transcripts could be successfully annotated. The functional classification of all the genes was carried out based on significant gene ontology terms (Fig 3). In the biological process category, the largest representation was of the metabolic processes followed by biosynthetic process and response to stimulus indicating that we have been able to capture stress-responsive transcripts in this study (Fig 3). In the molecular function category, catalytic activity was the largest group followed closely by binding activity (Fig 3).

**Fig 3:**
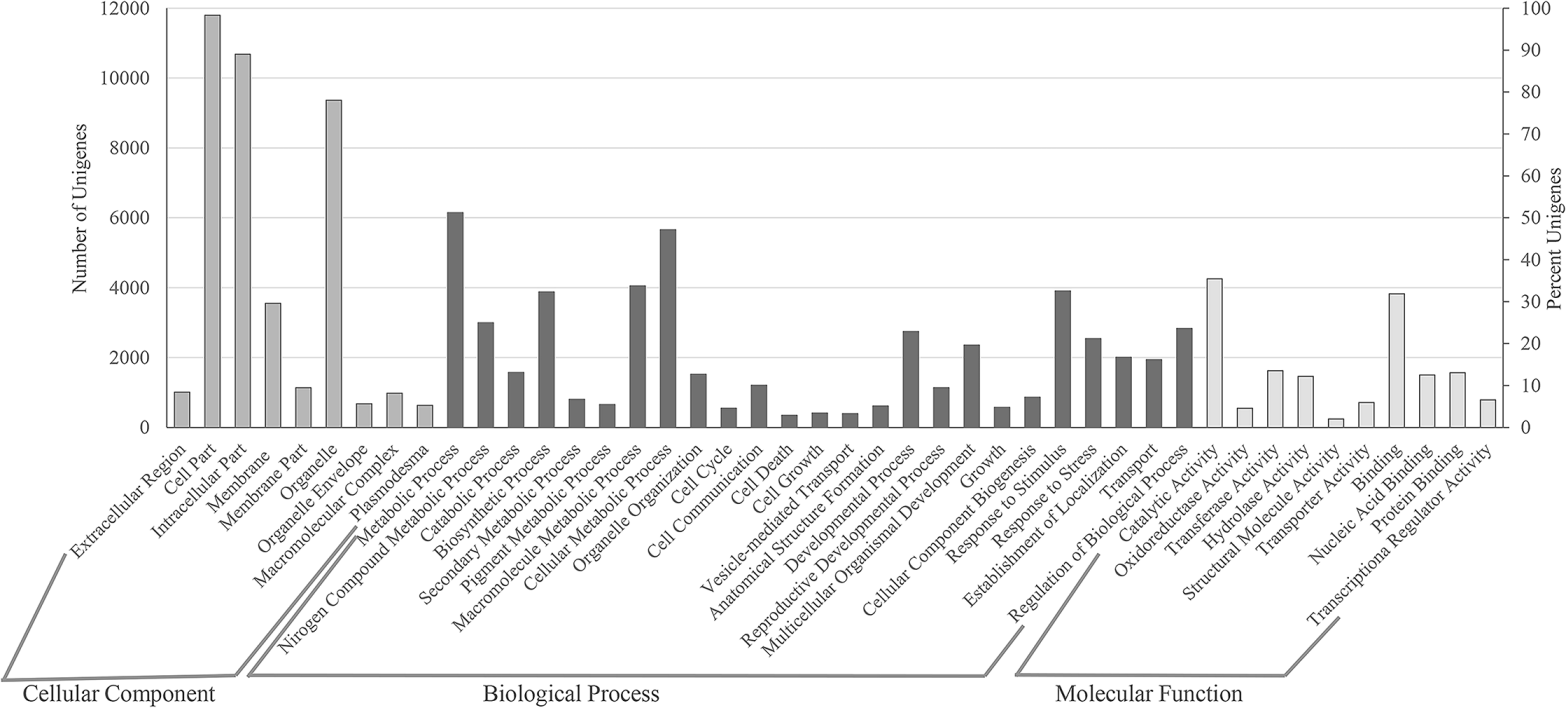
Histogram showing GOSlim terms assigned to *B*. *juncea* unigenes. The results are summarized for biological process, cellular component and molecular function categories. The left Y-axis represents the number of genes and the right Y-axis shows the percentage of total unigenes.

### Changes in the transcript levels in response to salinity stress

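Among unigenes with at least 1 RPKM in either library, 828 are at least 2-fold higher and 1820 at least 2-fold lower in SS than in CTRL, on log2 of RPKM plus 0.1. Higher unigenes make up 31.3% of these changes. The share is 41.2% after a running trend over the unigene number is removed. The count depends most on the unit of the SS values: with the values as deposited, 7033 unigenes are higher and 9144 lower, with a share of 43.5% higher. These are descriptions of 2 libraries and not calls of differential expression. The median log2 ratio over all unigenes is -0.06.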

Using the empirical criterion of ≥ two-fold change and FDR ≤0.05, a total of 1469 genes were differentially expressed in response to stress. Of these, 587 were up regulated, whereas, 882 were down regulated in response to stress (S2 Table). 

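Table S2a holds all 587 up regulated unigenes. Their own-length RPKM ratio is above 1 for 587 and at least 2 for 485 on the scale of log2(RPKM + 0.1). Across these unigenes, which are not independent replicates, the ratio and the paper's fold change have a Spearman correlation of 0.996. The list was chosen on these same libraries, and its fold changes were used to recover the reads. The direction and the correlation were therefore set in advance and are not independent evidence. On the deposited SS values, the correlation is 0.58 and 565 unigenes are above 1. The paper's fold changes in this table run from 1.93 to 455 and are the ratio of recovered reads multiplied by a size-factor ratio of 1.11258. No set comparison was made on the part of Table S2b used here.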

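By RPKM ratio without a pseudocount, 370 of the 587 unigenes of Table S2a (63.0%) are between 2-fold and 5-fold higher in SS, and 77.3% are at or under 5-fold. The RPKM ratio of a unigene is lower than the paper's fold change by a constant factor, because the paper's fold changes use DESeq size factors.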

Majority of the genes (79% of up regulated genes and 75% of down regulated genes) exhibit differential expression ranging from 2 to 5 folds. 

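In Table S2a, 22 of the 587 unigenes (3.75%) have an RPKM ratio above 100.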

Only 4% of up and 3% of down regulated genes exhibit more than 100 folds change in transcript accumulation in response to salinity stress. 

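Of the unigenes of Table S2a above 100-fold, 5 carry an annotation in the deposited table. Chosen after their values were seen, Bju_CS52_NR_13657 and Bju_CS52_NR_15784 are hypothetical proteins, Bju_CS52_NR_21688 carries only a rice gene identifier, and Bju_CS52_R_17670 is a nucleic acid-binding, OB-fold-like protein. The other one is RITF1 (RSA1 INTERACTING TRANSCRIPTION FACTOR 1), which Table S1 ties to Bju_CS52_R_4310. It has 2 reads in CTRL and 230 in SS on 380 bp. Its RPKM ratio is 121, with an interval from 33.2 to 1009, so the small CTRL count leaves the size of the rise open within that range. The largest rises among unigenes with at least 10 RPKM in either library belong to 2 unigenes with no annotation in the deposited table and 0 reads in CTRL. Against the floor of 3 reads, Bju_CS52_NR_6098, with 552 reads in SS, is 194-fold higher. Bju_CS52_NR_17786, with 1363 reads in SS, is 479.9-fold higher against the same floor. The lower limits of their RPKM ratios by counting error are smaller, at 158 and 390.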

Most of the highly up regulated genes remain unknown except a basic helix loop helix transcription factor gene homologous to *Arabidopsis RITF1* (*RSA1 INTERACTING TRANSCRIPTION FACTOR 1*). RITF1 is a positive regulator of *SOS1* and several key genes involved in detoxification of reactive oxygen species generated in response to salt stress [24]. Notable among highly down regulated genes were two TRAF-like family genes and a LEA (Late Embryogenesis Abundant) gene, *LEA4-5*, which typically accumulates in response to water deficit conditions [25].

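Bju_CS52_R_11682, annotated as TRAF-like, has 1329 reads in CTRL and 2 in SS, a log2 ratio of -7.39 and an RPKM ratio of 0.00159 with an interval from 0.000192 to 0.00575. Bju_CS52_R_11914, also TRAF-like, fell from 1232 reads to 5, a log2 ratio of -6.78. TRAF-like unigenes went both ways: of 8 in Tables S2a and S3 and the part of Table S2b used here, 4 have a log2 ratio above 0 and 4 below, with Bju_CS52_NR_10991 the highest at 1.80. Lower ones in the rest of Table S2b are not in this tally. LEA4-5, found by its annotation in the deposited table as Bju_CS52_R_13914, has 249 reads in CTRL and 1 in SS, a ratio of 0.00424 with an interval from 0.000107 to 0.0239. The largest falls among unigenes with at least 10 RPKM in either library are those of Bju_CS52_NR_16703, from 6034 reads to 2 (log2 ratio -9.09), and Bju_CS52_NR_15575, from 2716 reads to 2 (-8.07). Neither has an annotation in the deposited table.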

The differentially expressed genes were further analyzed for key pathways affected using the MapMan and KEGG databases. The genes involved in basic metabolic processes including carbohydrate & energy metabolism, plant development, lipid metabolism, nucleic acid metabolism, protein metabolism and signaling were down regulated (Fig 4). 

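Of the pathways in the MapMan and KEGG comparison, only sulfate assimilation was rebuilt here, from annotation words in the deposited table (ATP sulfurylase, APS reductase, APS kinase, sulfite reductase, serine acetyltransferase and sulfate transporter). These words match 25 unigenes with at least 1 RPKM in either library, with a median log2 ratio of 0.47. In SS, 2 of them are at least 2-fold higher, APS reductase 1 (Bju_CS52_R_25945) and, seen only after the values were known, sulfate transporter 4.1 (Bju_CS52_R_10886, log2 ratio 2.27), and 0 are at least 2-fold lower. The median stays above 0 under every scaling tried, and is highest with the SS values as deposited, at 0.77, where 10 are at least 2-fold higher and 2 at least 2-fold lower.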

Whereas, those involved in metal handling, S-assimilation, protein targeting and posttranslational modification, transcriptional regulation and transporters were significantly up regulated (Fig 4).

**Fig 4:**
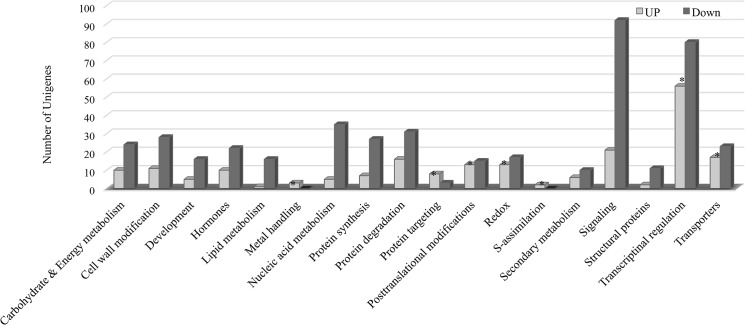
Pathway analysis showing relative significance of affected pathways for differentially expressed unigenes in response to salinity stress. The number of genes is represented on the Y-axis. The pathways enriched among up regulated genes are marked by *.

To further explore these pathways, we mapped differentially regulated genes on MapMan tool (Fig 5). Among the transcription factor family genes, zinc finger family genes, bHLH and MADS-box family transcriptions factors were particularly up regulated in response to salinity stress (Fig 5). 

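The annotation words for zinc finger also match proteins beyond transcription factors, such as RING finger proteins and an acyltransferase. By these words in the deposited table, 643 zinc finger unigenes have at least 1 RPKM in either library. Of these, 5 are at least 2-fold higher in SS and 20 at least 2-fold lower, and their median log2 ratio is -0.13. Without the running trend, 8 are higher and 13 lower, with a median of -0.02, and a pseudocount of 1 gives 3 and 4. Among 151 bHLH unigenes, 5 are higher and 11 lower, with a median of -0.16. Here the counts are 7 and 8 without the running trend, and 3 and 3 with a pseudocount of 1. As deposited, the SS values give a bHLH median of -0.05 over the same unigenes and 0.03 over the 148 that then reach 1, and the zinc finger median stays below 0. Among the higher zinc finger unigenes, all looked up after their values were seen, Bju_CS52_R_9104 rose from 7 reads in CTRL to 117 in SS (log2 ratio 3.43), and the others are Bju_CS52_R_7337, Bju_CS52_R_13892, Bju_CS52_R_16649 and Bju_CS52_R_1056. The higher bHLH unigenes are RITF1 (Bju_CS52_R_4310), Bju_CS52_R_19633, Bju_CS52_R_4457, Bju_CS52_R_24195 and Bju_CS52_R_22949. Among 18 MADS-box unigenes, 6 are higher and 1 (AGAMOUS-like 18, Bju_CS52_R_5508) is lower, with a median of 0.48 that stays above 0 under every scaling. Table S2a holds 3 of the zinc finger, 5 of the bHLH and 6 of the MADS-box unigenes.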

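Superoxide dismutase unigenes went both ways. Bju_CS52_NR_19049, an iron superoxide dismutase (FSD1) in the paper's tables, rose from 46542 reads in CTRL to 215064 in SS, a log2 ratio of 2.29. Bju_CS52_R_19076, a manganese form, has a log2 ratio of 0.22. The copper/zinc form Bju_CS52_NR_16550 fell, with a log2 ratio of -0.71. So did Bju_CS52_R_15839 (-0.48), which Table S3 names copper/zinc superoxide dismutase 2 by B. rapa and CSD1 by Arabidopsis. Over the 6 unigenes that the deposited table annotates as superoxide dismutase, the median log2 ratio is -0.42, below 0 under every scaling tried. None of the 6 reaches 2-fold in either direction, except Bju_CS52_R_7136 (Fe superoxide dismutase 2), which is lower with -1.27 on the deposited SS values. Of 77 unigenes annotated as thioredoxin, 2 are at least 2-fold higher and 3 at least 2-fold lower, with a median of 0.06. Without the running trend, 4 are higher and 3 lower, and on the deposited SS values 4 and 7. With own lengths and the trend kept, the higher ones are Bju_CS52_R_13623 and Bju_CS52_R_2179, and the lower ones Bju_CS52_R_15698, Bju_CS52_NR_12376 and Bju_CS52_R_2434. These counts leave out unigenes named thioredoxin only in the paper's tables. Past 2-fold among those are Bju_CS52_NR_13085 of Table S2a, which is higher with a log2 ratio of 1.25, and Bju_CS52_NR_11678 of Table S2b, which is lower with -1.09. Bju_CS52_NR_17548 of Table S2a has a log2 ratio of 0.88. Bju_CS52_R_2179, a thioredoxin of Table S2a, has a log2 ratio of 1.13 that changes sign to -0.16 with the SS values as deposited. DHAR1 (Bju_CS52_R_11649) rose from 356 reads to 695, a log2 ratio of 1.03. DHAR3 of Table S1 (Bju_CS52_R_18481), which the deposited table calls dehydroascorbate reductase 2, has a log2 ratio of 0.21. Over 7 unigenes annotated as glutathione peroxidase the median log2 ratio is 0.21, and 0 reach 2-fold in either direction, whereas 1 is at least 2-fold higher without the running trend or with size factors.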

Several genes mediating ROS detoxification including *superoxide dismutase* (*SOD*), *thioredoxin* (*Trx*), *dehydroascorbate reductase* (*DHAR*) and *glutathione peroxidase* (*GPX*) were also up regulated (Fig 5). 

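The log2 ratio of SS to CTRL is 0.99 for ATP sulfurylase (ATPS, Bju_CS52_R_27393), 1.06 for APS reductase (APR, Bju_CS52_R_25945) and 0.98 for P5CS1 (Bju_CS52_R_29221). For NCED4 (Bju_CS52_R_27483) it is -0.04, but 0.03 without the running trend and 0.04 with whole reads and size factors. The NCED4 ratio of the deposited values, without a pseudocount, is 2.31, and the unigene is absent from Table S2a. ENH1 (Bju_CS52_R_19805), which the deposited table names a rubredoxin family protein, has a log2 ratio of 0.91. A further unigene with an ATP sulfurylase match in Table S2a, Bju_CS52_NR_3925, has a log2 ratio of 1.31.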

Several key abiotic stress-responsive markers genes involved in sulfur assimilation (*ATPS* and *APR*), proline biosynthesis (*P5CS*), ABA biosynthesis (*NCED4*) and ion sequestration (*ENH1*) were also up regulated (Fig 5).

**Fig 5:**
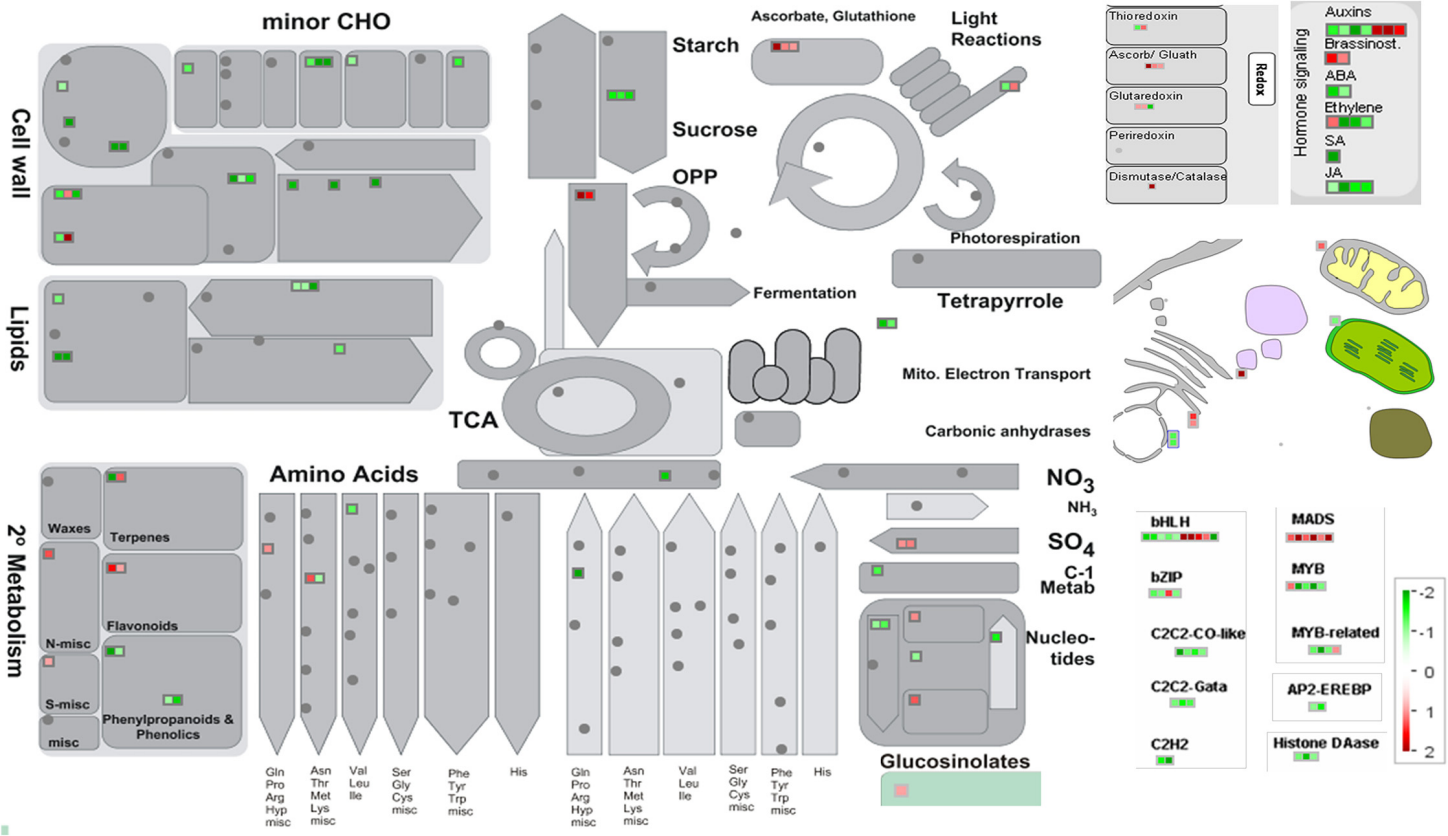
MapMan depiction of gene regulation in functional categories associated with different pathways. Distribution of unigenes into different pathways, generated in MapMan, are illustrated. Log_2_ fold changes are indicated by the color scale, red squares represent up regulated genes and green squares represent down regulated genes. The grey circles represent genes not differentially expressed in our study.

### Real-time qPCR-based validation of gene expression

To validate the expression data obtained using transcriptome sequencing, we performed real-time qPCR with eight genes showing varied expression patterns (Fig 6). As reported, *UBQ9* exhibiting most stable expression in different developmental stages and treatments was used as reference for gene expression normalization [22]. All the four genes including *GPX3*, *P5CS1*, *NCED4* and *APR* upregulated in response to salt stress in transcriptome sequencing experiments showed significant up regulation in qPCR data also. Conversely, *allene oxide cyclase 2* (*AOC2*), *myo-inositol oxygenase 2* (*MIOX2*) and, bHLH transcription factor encoding genes, *bHLH039* and *bHLH101* showed down regulation in both transcriptome sequencing and qPCR experiments. 

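In the RNA-seq libraries, GPX3 (Bju_CS52_R_15553) has 385 reads in CTRL and 700 in SS, an RPKM ratio of 1.92 with an interval from 1.69 to 2.18. A further unigene with the same B. rapa match went the other way and is given after the article. P5CS1 rose from 17872 reads to 33495, a ratio of 1.98 (interval 1.94 to 2.02), and APR from 18070 to 35795, a ratio of 2.09 (2.06 to 2.13). NCED4 has 21798 reads in CTRL and 20099 in SS. Its RPKM ratio is 0.974, with an interval from 0.955 to 0.993, and the ratio with size factors is 1.03 (1.01 to 1.05), so the side of 1 depends on the scaling. The qPCR values themselves were not analysed here.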

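In the RNA-seq libraries, AOC2 (Bju_CS52_R_11275) fell from 233 reads in CTRL to 28 in SS, an RPKM ratio of 0.127 with an interval from 0.0825 to 0.188. MIOX2 (Bju_CS52_R_18998) fell from 391 reads to 18, a ratio of 0.0486 (interval 0.0285 to 0.0779). The unigene of bHLH039 (Bju_CS52_R_18220) fell from 571 reads to 6, a ratio of 0.0111 (0.00406 to 0.0243). That of bHLH101 (Bju_CS52_NR_17755) fell from 9009 reads to 144, a ratio of 0.0169 (0.0142 to 0.0199). The deposited table calls this unigene transcription factor ORG3, a name that conflicts with bHLH101, so which gene it stands for stays open.

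**Figure D2:**
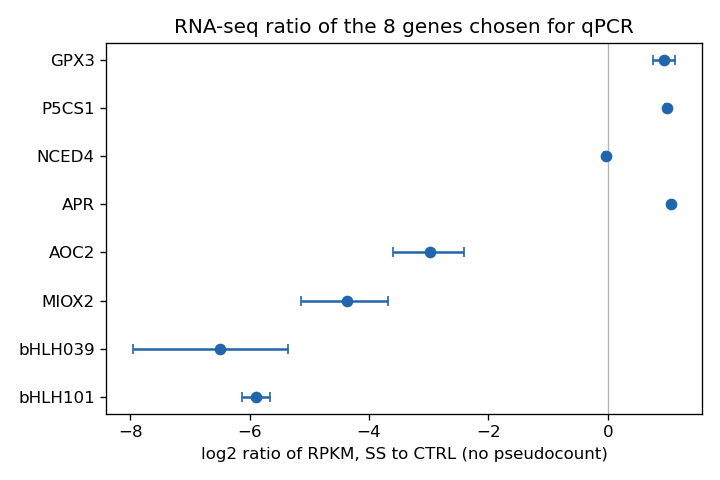
RNA-seq log2 ratio of RPKM, SS to CTRL, without a pseudocount (horizontal axis), for the 8 genes chosen for qPCR (vertical axis). Points are ratios of 1 library per condition and bars are 95% Clopper-Pearson intervals of counting error. GPX3, P5CS1 and APR lie above 0 and NCED4 just below it (an RPKM ratio of 0.974), and the other 4 genes lie below 0.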

Though the magnitude of fold change observed varied in different experiments, the overall regulation patterns obtained with qPCR were in agreement with the RNA-sequencing data (Fig 6).

**Fig 6:**
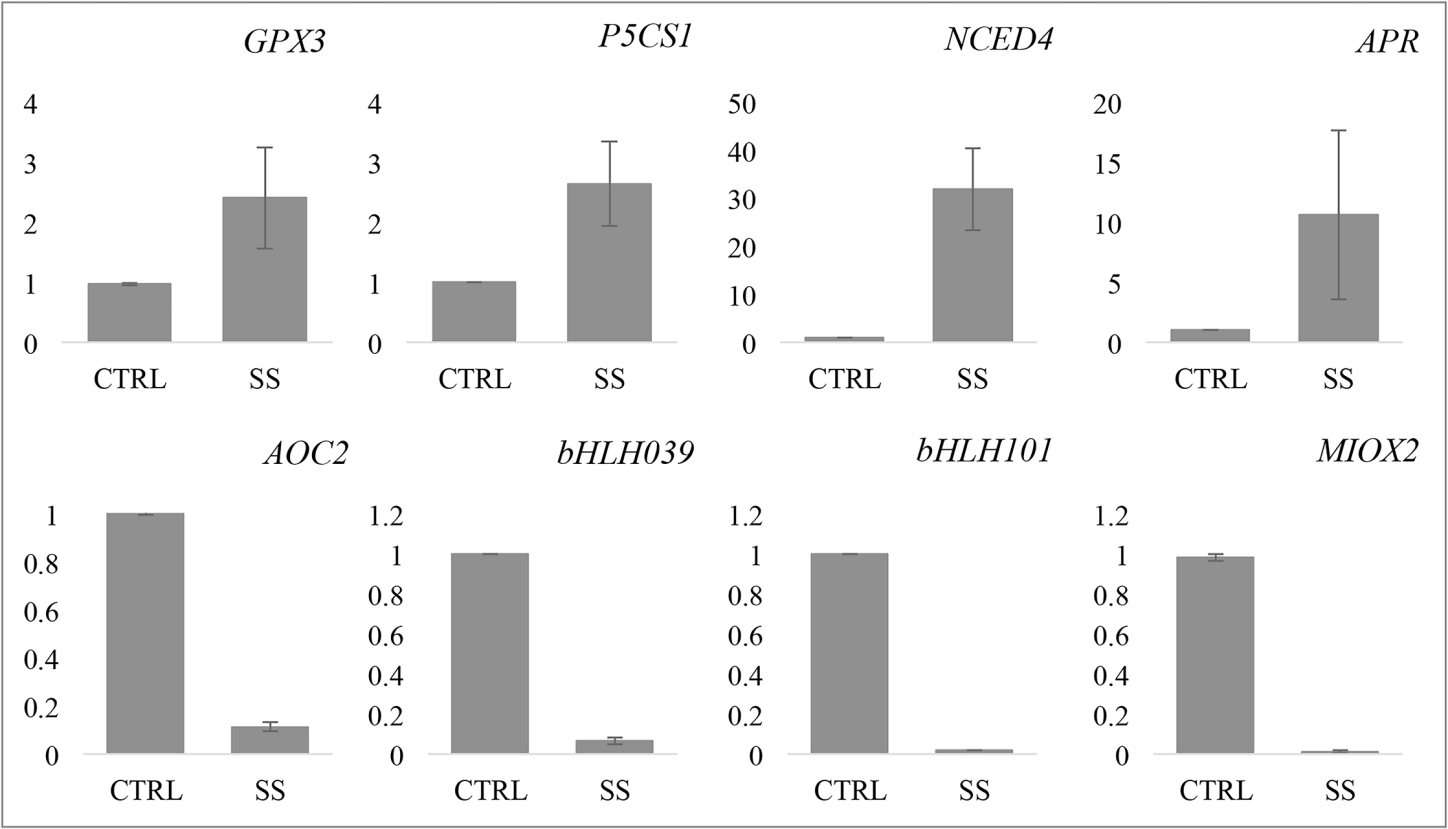
qRT-PCR validation of RNA-seq results. Expression of eight genes, showing varied expression patterns in RNA-sequencing experiment, were analyzed in CTRL as well as SS seedlings using qRT-PCR. The error bars show standard error between two biological replicates used for this experiment.

### Identification and analysis of most abundantly expressed transcripts under normal growth conditions

For the unigenes predicted in this study, RPKM values ranged from 0.009 to 50,474 for CTRL and 0.01 to 63,215 for SS library, respectively indicating dynamic range of expression. 

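In CTRL, the lowest value above 0 is 0.00396 RPKM and the highest is 50474.1 RPKM. The deposited SS values run from 0.0131, which is 1 read, to 63215.2. With each unigene's own length, SS runs from 0.00616 to 54431.8 RPKM. The highest unigene of both libraries is Bju_CS52_NR_17014, which has no annotation in the deposited table and holds 6.06% of the CTRL and 6.51% of the SS reads on unigenes.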

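Over all unigenes with a CTRL value, 38750 have a CTRL RPKM under 10, which is 81.6%. Over the unigenes with a deposited value of at least 1 in either library, the share is 79.3%.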

Analysis of expression dynamics in CTRL seedlings revealed about 80% unigenes had normalized RPKM of less than 10. 

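A CTRL RPKM from 10 to under 50 was found for 7157 unigenes (15.1%), and from 50 to under 100 for 871 unigenes (1.83%). Over the unigenes with a deposited value of at least 1 in either library, the shares are 16.9% and 2.06%.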

About 17% transcripts express at medium levels with an RPKM ranging from 10 to 50 and 2% exhibit high expression with RPKM from 50 to 100. Only 1.7% of total unigenes had RPKM values greater than 100 (S3 Table). 

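At least 100 RPKM in CTRL was found for 733 unigenes, 1.54% of all unigenes with a CTRL value and 1.73% of those with a deposited value of at least 1 in either library. In SS, 1112 unigenes have a deposited value of at least 100, and 737 have at least 100 RPKM with their own length.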

To determine the key pathways exhibiting high expression in a salt-tolerant variety under normal growth conditions, we mapped top 733 highly-expressed unigenes (RPKM ≥100) on functional pathways using MapMan tool (Fig 7). Although, as expected, a major portion of these were photosynthetic genes and those regulating basal metabolic functions, several genes involved in nitrate assimilation, sulfur assimilation and glutathione metabolism are also highly expressed (Fig 7). Notable of these are *catalase*, *superoxide dismutase*, *ascorbate peroxidase* (APX), *monodehydroascorbate reductase* (*MDHAR*), *DHAR* and *glutamate synthase* (*GLU1*) (Figs 7 and 8A). 

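Table S3 lists these 733 unigenes. Its annotations name 93 ribosomal protein unigenes, 73 light harvesting or photosystem unigenes and 27 unigenes of catalase, superoxide dismutase, ascorbate peroxidase, dehydroascorbate or glutathione.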

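In CTRL, the catalase unigene Bju_CS52_R_27124 has 1044 RPKM, and 2 unigenes annotated as catalase 2 have 723.8 and 243.3 RPKM. The superoxide dismutase unigenes Bju_CS52_NR_16550 and Bju_CS52_NR_19049 have 487 and 385 RPKM. APX4 (Bju_CS52_R_25905) has 302 and APX1 (Bju_CS52_R_19512) 184 RPKM. MDHAR6 (Bju_CS52_R_26461) has 107 and DHAR3 (Bju_CS52_R_18481) 156 RPKM. GLU1 (Bju_CS52_R_30537) has 134826 reads on 5278 bp, which is 269 RPKM. In SS, it has 297 RPKM with its own length.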

Most of the high expressed transcripts show little variation in both the libraries. But, nine of the high-expressed transcripts in CTRL library exhibit more than two fold induction in response to stress. These include *enhancer of sos3-1* (*ENH1*), *APS reductase 1* and a GA-responsive GAST1 protein homolog. Also, 17 genes exhibiting high expression in CTRL samples were down regulated by >2 folds in response to stress. Notable of these were an f-type thioredoxin, a xyloglucanendotransglucosylate/hydrolase, a fasciclin-like arabinogalactan-protein 9 (*Fla9*), two lipid transfer proteins and homolog of *Arabidopsis HARMLESS TO OZONE LAYER 1* (*HOL1*) that is involved in glucosinolate metabolism and disease resistance [26].

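Of the 733 unigenes, 710 (96.9%) changed by less than 2-fold between the libraries on log2(RPKM + 0.1). The quartiles of their log2 ratio are -0.19 and 0.20. On the deposited SS values, 537 changed by less than 2-fold. The 93 ribosomal protein unigenes have a median log2 ratio of -0.22, at percentile 0 of 10000 random lists of the same size matched on mean expression. The median of the 73 light harvesting and photosystem unigenes is 0.00, at percentile 1.92, which moves to 5.295 when the lists are also matched on length and to 20.8 with the SS values as deposited. The percentiles describe these libraries and are not tests.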

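Of the unigenes with at least 100 RPKM in CTRL, 3 are at least 2-fold higher in SS on log2(RPKM + 0.1): APR (Bju_CS52_R_25945), the iron superoxide dismutase Bju_CS52_NR_19049 and a GAST1 homolog (Bju_CS52_NR_12034). On the deposited SS values there are 133. With high expression taken by the mean of both libraries there are 7, of which 4 are under 100 RPKM in CTRL. In the paper's tables, 9 unigenes are in both Table S2a and Table S3, and their log2 ratios lie between 0.88 and 2.29. The ratio of ENH1 is 1.88 by RPKM (interval 1.85 to 1.92) and 1.98 with size factors. The GAST1 homolog rose from 7188 reads to 21452, a ratio of 3.15 (3.07 to 3.24).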

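At least 2-fold lower in SS are 20 of the 733 unigenes. The count is 16 without the running trend, 15 with size factors and 14 with high expression taken by the mean of both libraries. The deposited SS values give 63. Unigenes at 100 RPKM or more in both libraries give 6, where a fall can itself take a unigene out of the group. The thioredoxin F-type 1 unigene (Bju_CS52_R_15698) fell from 240.4 RPKM in CTRL to 90.7 RPKM in SS, a ratio of 0.377 (interval 0.367 to 0.388). Bju_CS52_R_20333, a xyloglucan endotransglucosylase/hydrolase, has a ratio of 0.435 (0.423 to 0.446) and Fla9 (Bju_CS52_R_18634) 0.482 (0.466 to 0.499). Of 7 further unigenes with the B. rapa match of Bju_CS52_R_20333, 2 have intervals above 1 and 4 below. Of 8 lipid transfer unigenes in Table S3, Bju_CS52_NR_13716 has a ratio of 0.357 and Bju_CS52_NR_13340 of 0.431, and the log2 ratios of the others lie between -0.87 and 0.41. HOL1 (Bju_CS52_NR_17493) has a ratio of 0.464 (0.450 to 0.479).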

**Fig 7:**
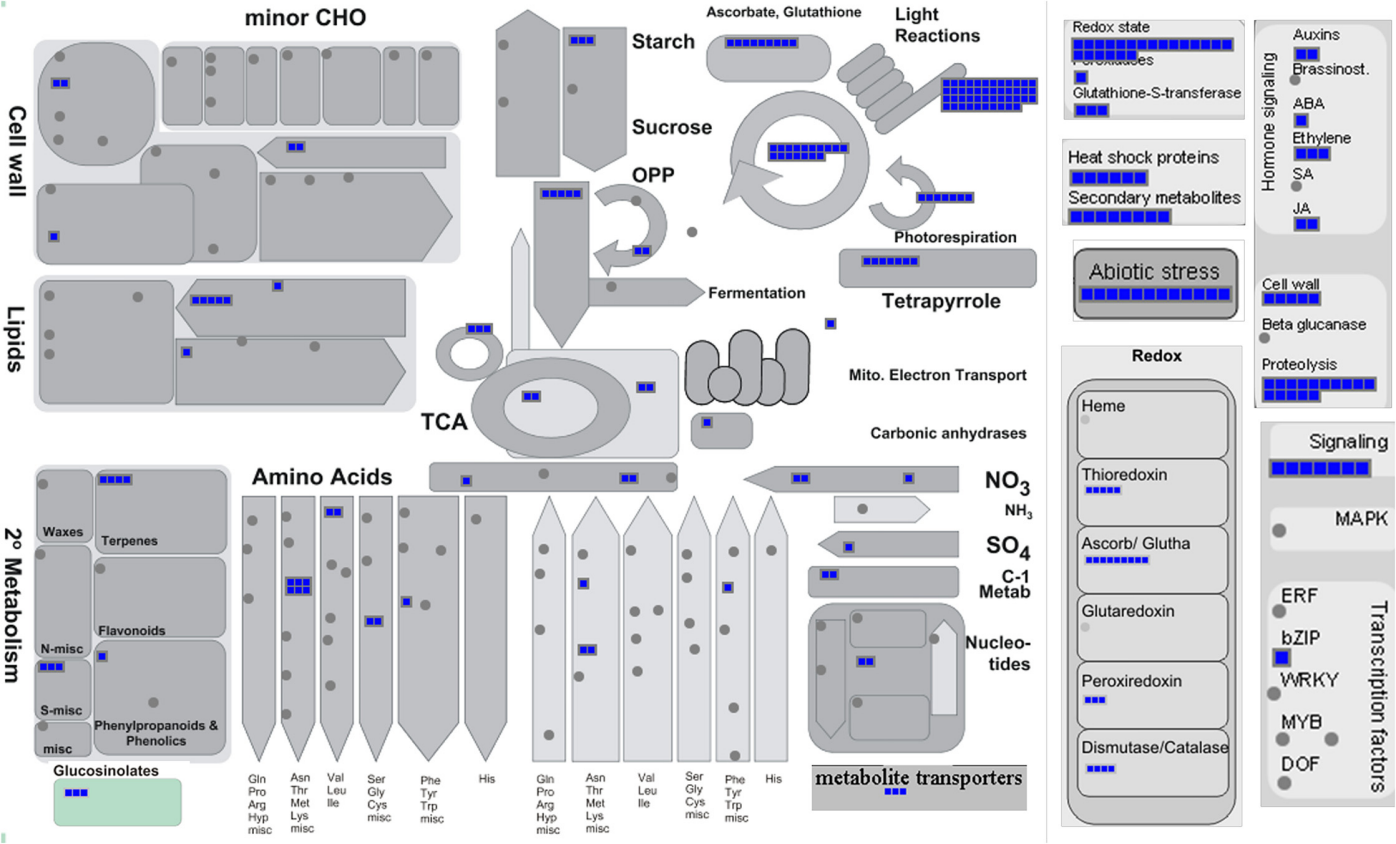
Mapping of high expressed unigenes on MapMan pathways. The genes exhibiting high expression (≥100 normalized RPKM values) were mapped on functional bins assigned to different pathways in MapMan. Blue squares represent high expressed genes. Grey circles represent genes not exhibiting high expression (≥100 normalized RPKM) in our dataset.

**Fig 8:**
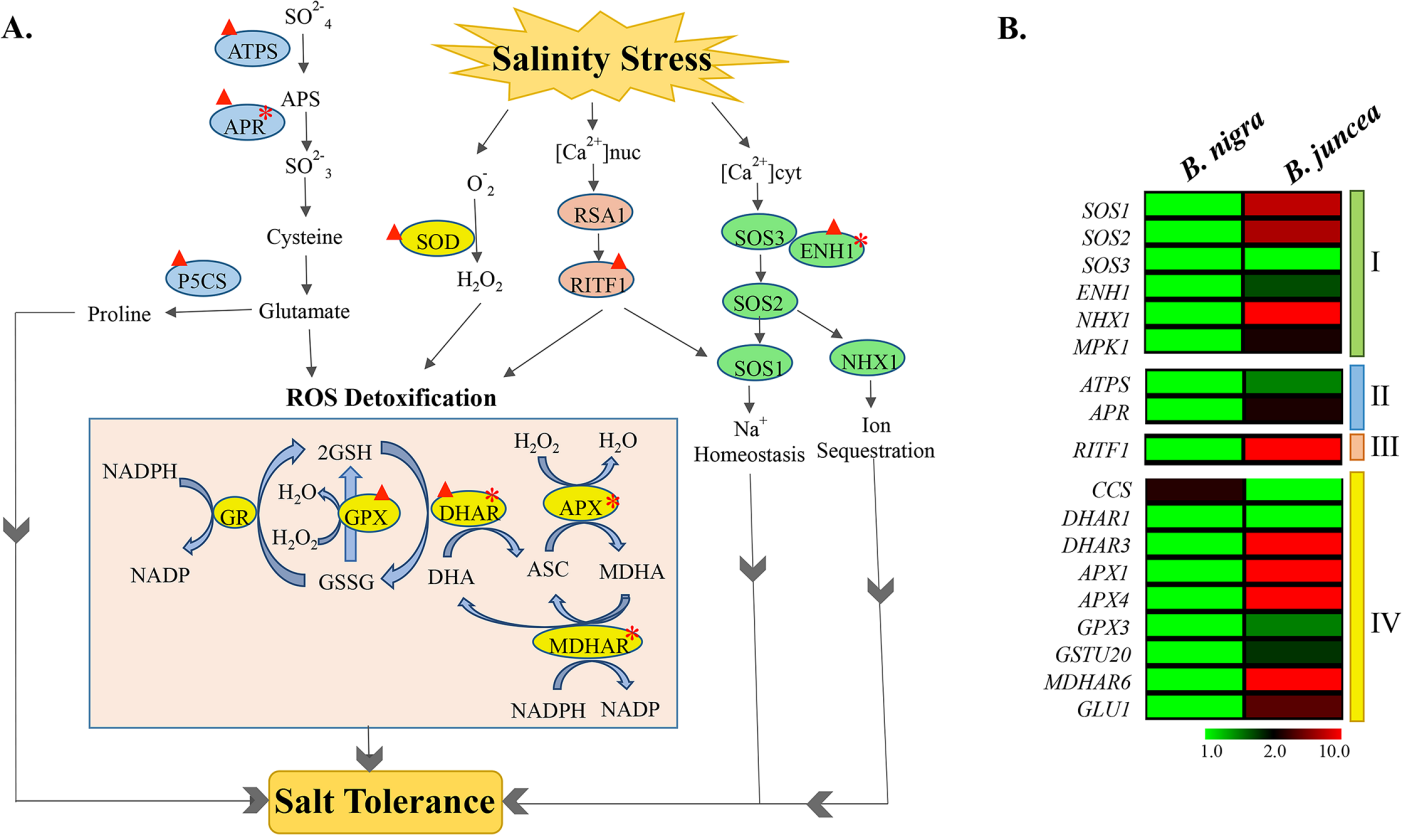
Schematic illustration of various cellular pathways mitigating salt stress in *B*. *juncea* var. CS52. A) Schematic overview of key pathways and genes affected in response to salinity stress in *B*. *juncea* is presented. Information about highlighted genes was gathered from published articles. Up regulated genes and those exhibiting high expression in absence of stress are highlighted with a red upward arrow and star, respectively. ASC: Ascorbate; GSH: Glutathione; ATPS: ATP sulfurylase; APR: Adenosine 5'-phosphosulfate reductase; P5CS: Delta1-pyrroline-5-carboxylate synthetase; SOD: Superoxide dismutase; GR: Glutathione reductase; GPX: Glutathione peroxidase; DHAR: Dehydroascorbate reductase; APX: Ascorbate peroxidase; MDHAR6: Monodehydroascorbate reductase 6; AtGSTU20: Glutathione S-transferase TAU 20; GLU1: Glutamate synthase 1; CCS: Copper chaperone for superoxide dismutase; RSA1: Short Root In Salt Medium 1; RITF1: RSA1 Interacting Transcription Factor 1; SOS3: Salt Overly Sensitive 3; SOS2: Salt Overly Sensitive 2; SOS1: Salt Overly Sensitive 1; ENH1: Enhancer of sos3-1; NHX1: Sodium/Hydrogen exchanger 1; MAPK1: Mitogen-activated protein kinase. B) Heat map showing comparative expression patterns of candidate genes in *B*. *juncea* and *B*. *nigra* seedlings under normal growth conditions. Log_2_ expression values are indicated by the color scale with red representing high expression, black representing medium expression and green representing low level expression. The colored bars on the right demarcate genes representing different pathways. I: Ion homeostasis and sequestration; II: Sulfate assimilation; III: Gene Regulation and IV: ROS detoxification.

### Comparative expression profiling of candidate genes in *B*. *juncea* and *B*. *nigra*

To identify the key genes regulating salinity tolerance, we performed a comparative expression analysis of eighteen abiotic stress-responsive genes in two contrasting genotypes of *Brassica* (Fig 8B). Earlier, we had reported morphological, physiological and biochemical analysis of eight genotypes of *Brassica* in response to 24 h of salinity stress [27]. Our results showed sharp contrast in overall growth, electrolyte leakage, proline accumulation, K^+^/Na^+^ ratio and transcriptional pattern of SOS members in salt-sensitive diploid species *B*. *nigra* and salt-tolerant *B*. *juncea* var. CS52 [27]. Therefore, we used these two genotypes to analyze the comparative expression profile of candidate genes in absence of stress using qPCR. The tissue was sampled from fifteen-day-old seedlings grown under normal growth conditions from both the genotypes. Our results revealed that most of the redox and abiotic stress responsive-genes except copper chaperone of superoxide dismutase (*CCS*) express at high levels in seedlings of salt-tolerant genotypes of *B*. *juncea* compared to salt-sensitive *B*. *nigra* in the absence of stress (Fig 8B). These results indicate constitutive expression of abiotic stress responsive genes in *B*. *juncea* var. CS52.

## Discussion

In absence of whole genome sequence, RNA sequencing is a very successful application of next generation sequencing technologies for annotating the whole genome and quantitative analysis of gene expression [28]. In this study, we implemented RNA sequencing technology to get insights into the stress transcriptome of a salt-tolerant variety CS52 of *B*. *juncea* at seedling stage. Salinity tolerance at seedling stage is particularly important as most of the crop plants are most sensitive to environmental stresses at seedling and flowering stages. Earlier, we had analyzed several physio-morphological, biochemical and molecular aspects of salinity tolerance in eleven cultivars of *Brassica* at seedling stage [27]. Our results showed least penalty in terms of growth reduction and, electrolyte leakage with the highest accumulation of proline and favorable maintenance of K^+^/Na^+^ ratio in *B*. *juncea* seedlings compared to other cultivars analyzed [27]. Also, a positive correlation between expression pattern of salt overly sensitive members and stress tolerance was reported in *Brassica* genotypes in response to 24 h of 200 mM salinity stress [27]. Therefore, to elucidate the molecular aspects of salinity tolerance and investigate the relationship between physiological response and transcriptional dynamics, we generated RNA-seq libraries from CS52 variety of *B*. *juncea* seedlings under normal growth conditions and in response to 24 h of salinity stress. We obtained over 200 million reads leading to 53,669 predicted unigenes. To eliminate potential false positives reads due to sequencing errors, statistical mapping error or trace amount of genomic DNA contamination, only 42,327 high-confidence unigenes, longer than 300 bp with RPKM >1, were used for downstream analysis. Only 47.4% of these are represented by *Brassica* ESTs in public databases indicating that 52.6% of the unigenes, predicted in this study, are novel compared to EST sequence available for *B*. *juncea* and constituent genomes (*B*. *rapa* and *B*. *nigra*).

Since whole genome of *B*. *rapa* has already been sequenced and *Brassica* species share very close genetic relationship with *Arabidopsis*, we took advantage of the annotation information available for *B*. *rapa* and *Arabidopsis* for annotation of the predicted genes. Using these resources and protein database at NCBI, we could annotate 67% of the predicted unigenes. The annotation of rest 33% unigenes remains unknown. Exploring this unknown territory remains a challenge for the whole plant community as significant insights might be residing in this part of the transcriptome.

Further, differential expression analysis revealed significant up regulation of several pathways including sulfur assimilation, proline accumulation, ROS detoxification and calcium signaling associated with salinity stress response. 

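NCED4 has 114 RPKM in CTRL and 111 RPKM in SS. Photosystem and light harvesting unigenes, by annotation words in the deposited table, number 48 with at least 1 RPKM in either library. Their median log2 ratio is -0.06, with 3 at least 2-fold lower and 0 at least 2-fold higher. Looked up after their values were seen, the lower ones are light harvesting unigenes, Bju_CS52_R_20133, Bju_CS52_R_18308 and Bju_CS52_R_18489. The median is above 0 after removal of the running trend (0.03), with whole reads and size factors (0.02) and with the SS values as deposited (0.17). At least 2-fold lower are then 1, 1 and 7 unigenes, and 0 are higher. These words miss part of the group, since the paper's annotations name 73 such unigenes among the 733 high-expressed ones alone. Those 73 have a median log2 ratio of 0.00, with 3 at least 2-fold lower and 0 higher. Their percentile among matched random lists is 1.92, or 5.295 with length matched too. Unigenes of jasmonate biosynthesis (lipoxygenase, allene oxide and 12-oxophytodienoate words) number 11, with a median of -0.34, 1 (lipoxygenase 2, Bju_CS52_R_12802) at least 2-fold higher and 3 at least 2-fold lower (AOC2, 12-oxophytodienoate reductase 1 or Bju_CS52_R_21652, and allene oxide synthase or Bju_CS52_R_26375). With a pseudocount of 1, 0 are higher and 2 lower, when centred 0 and 3, and without the running trend or with size factors 1 and 2. On the deposited SS values, where 12 unigenes have at least 1, the median is 0.69, and 3 are higher and 2 lower, so the order turns. AOC2 and 12-oxophytodienoate reductase 1 are at least 2-fold lower under every scaling tried. Carbohydrate metabolism was not analysed here.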

The expression of ABA biosynthetic enzyme coding gene, *9-cis-EPOXYCAROTENOID DIOXYGENASE 4* (*NCED4*), was elevated in response to salinity stress, whereas, the genes involved in photosynthesis, carbohydrate metabolism and jasmonic acid biosynthesis were mainly down regulated likely as an adaptive response to divert resources to combat with abiotic stress and prevent photodamage.

Sulfur assimilation involves activation of sulfate to adenosine 5´-phosphosulfate (APS) by ATP sulfurylase (ATPS). Subsequently, APS is reduced to sulfite by APS reductase (APR). Sulfite is reduced to sulfide and incorporated into cysteine which is direct precursor for the synthesis of glutathione (GSH). 

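ATPS (Bju_CS52_R_27393) rose from 13180 reads in CTRL to 24716 in SS, an RPKM ratio of 1.98 with an interval from 1.94 to 2.02. It has 69.7 RPKM in CTRL and 138 RPKM in SS. APR has 109 RPKM in CTRL and 229 RPKM in SS. A further unigene with the same B. rapa match as APR, Bju_CS52_R_19909, has a ratio of 1.30 (1.20 to 1.41).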

We observed significant increase in the transcript levels of both *ATPS* and *APR* genes in response to salinity stress (Fig 8). In fact, APR is among the highly expressed genes in *B*. *juncea* seedlings even in the absence of stress with expression of both genes much higher in tolerant cultivar compared to sensitive one (Fig 8).

GSH acts as a sensor of redox and maintain lower levels of ROS *via* the glutathione-ascorbate cycle [29,30]. The glutathione-ascorbate cycle involves several antioxidant metabolites and enzymes. Superoxide dismutase (SOD) catalyze dismutation of toxic superoxide radical into oxygen or hydrogen peroxide (H_2_O_2_). Oxidation of ascorbate (ASC) to monoaldehydroascorbate (MDHA) by ascorbate peroxidase (APX) scavenges H_2_O_2_. MDHA is either directly converted back to ASC by monodehydroascorbate reductase (MDHAR) or converted to dehydroascorbate (DHA) which is again converted to ASC by dehydroascorbate reductase (DHAR). DHAR uses GSH which is regenerated from its oxidized form GSSG by action of glutathione reductase (GR), glutathione peroxidase (GPX) or glutathione S-transferase (GST), leading to removal of ROS. 

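CCS (Bju_CS52_R_18294), the copper chaperone of superoxide dismutase, rose from 746 reads in CTRL to 5477 in SS, an RPKM ratio of 7.76 with an interval from 7.18 to 8.38. APX1 has a ratio of 1.60 (1.57 to 1.63), and APX4 fell, with a ratio of 0.753 (0.743 to 0.764), which is 1.54 on the deposited SS values. The ratio of MDHAR6 is 0.994 (0.974 to 1.01), with an interval that includes 1, and 1.05 (1.03 to 1.07) with size factors, where it does not. Over 8 ascorbate peroxidase unigenes the median log2 ratio is 0.07, and over 3 monodehydroascorbate reductase unigenes it is 0.12, with 0 past 2-fold in either family. On the deposited SS values, the MDHAR median is 1.16, with 3 higher and 0 lower, and the APX median 0.73, with 3 higher and 1 lower. GSTU20 (Bju_CS52_NR_17551) has a ratio of 1.21 (1.20 to 1.22).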

We observed significant induction of several ROS detoxification genes including *SOD*, *GPX*, *DHAR*, *APX*, *MDHAR* in response to stress though their initial transcript levels in *B*. *juncea* were also much higher compared to those in salt-sensitive cultivar (Fig 8). 

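The P5CS1 unigene has 71.9 RPKM in CTRL and 142 RPKM in SS on 2622 bp. A further unigene with the same B. rapa match, Bju_CS52_R_25293, has 2908 and 3262 reads, an RPKM ratio of 1.18 with an interval from 1.13 to 1.25.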

We also observed up regulation of *delta1-pyrroline-5-carboxylate synthetase* (*P5CS*) gene that catalyzes the rate-limiting step in proline biosynthesis in response to salinity stress [31,32]. These observations are in agreement with the previous reports suggesting constitutive expression of abiotic stress responsive genes in tolerant varieties as a major factor contributing to stress tolerance [8,32,33].

Earlier studies proposed that efficient Salt Overly Sensitive (SOS) pathway that comprises *SOS3*, *SOS2* and *SOS1* could be a major factor in determining salt tolerance in *Brassica* genotypes [7,27]. SOS3, a calcium binding protein, senses increase in cytosolic calcium and interacts with SOS2 protein kinase. The SOS2-SOS3 protein complex then phosphorylates and activates a plasma membrane localized Na+/H+ antiporter SOS1 [34]. In agreement with the previous studies, we also observed higher expression of SOS genes in *B*. *juncea* compared to *B*. *nigra* seedlings under normal growth conditions (Fig 8). However, we did not observe significant change in their transcript levels in response to salinity stress. 

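The SOS1 unigene (Bju_CS52_R_30219) has 1591 reads in CTRL and 1578 in SS, an RPKM ratio of 1.05 with an interval from 0.977 to 1.12. The SOS2 unigene (Bju_CS52_R_25785), which the deposited table names CBL-interacting protein kinase 9, has a ratio of 1.02 (0.946 to 1.11). The SOS3 unigene (Bju_CS52_R_4016), named calcineurin B-like protein 10 in that table, has 62 and 46 reads and a ratio of 0.784 (0.523 to 1.17). NHX1 (Bju_CS52_R_28609), named sodium hydrogen exchanger 2, has a ratio of 1.01 (0.965 to 1.06). For SOS2, SOS3 and NHX1, the deposited name conflicts with that of the paper's primer list, so the values may belong to related genes. Each of the intervals given so far includes 1, so no difference was detectable at this depth with RPKM. Other scalings change this for SOS1 and NHX1. With size factors, the ratio is 1.103 (1.03 to 1.18) for SOS1 and 1.07 (1.02 to 1.12) for NHX1, both apart from 1, whereas the intervals of SOS2 (0.997 to 1.17) and SOS3 (0.551 to 1.23) include it. Without the running trend, the log2 ratios of SOS1 and NHX1 are 0.22 and 0.13, above their counting intervals. The SOS2 unigene shares its B. rapa match with 16 further unigenes, all with at least 100 reads in total, and their intervals by RPKM lie above 1 for 6, below 1 for 4 and include 1 for 6. Among these, chosen after their values were seen, Bju_CS52_R_18425 has a ratio of 0.542 (0.450 to 0.650), Bju_CS52_R_26898 of 0.599 (0.571 to 0.628) and Bju_CS52_R_27170 of 1.42 (1.38 to 1.45). With the SS values as deposited, the ratio is 4.41 for SOS1, 2.07 for SOS2, 2.80 for NHX1 and 0.344 for SOS3.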

As proposed earlier, the reason for not much induction of SOS genes in response to stress could be the fact that SOS genes are mostly regulated at posttranslational level [35]. 

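ENH1 has 17230 reads in CTRL and 30708 in SS on 1113 bp, which is 163 RPKM and 307 RPKM.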

Notably, enhancer of SOS3 pathway, *ENH1*, exhibits very high transcript levels in *B*. *juncea* in the absence of stress and is further up regulated in response to salinity stress.

Recently, a nuclear calcium sensing pathway comprising of a calcium binding protein, RSA1 (SHORT ROOT IN SALT MEDIUM 1) and a bHLH transcription factor, RITF1 has been shown to play critical role in stress tolerance in *Arabidopsis* [24]. The RSA1-RITF1 complex regulates expression of key genes involved in detoxification of ROS and maintaining Na^+^ homeostasis in response to salt stress [24]. 

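The reads of RITF1 have exact Poisson intervals from 0.242 to 7.22 in CTRL and from 201 to 262 in SS. Its log2 ratio is 5.46, and its ratio with size factors is 128. On the deposited values the ratio is 54.4, since its length of 380 bp is shorter than the common length. MPK1 (Bju_CS52_R_14485), a mitogen-activated protein kinase, rose from 313 reads to 561, a ratio of 1.89 (interval 1.65 to 2.18).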

*RITF1* was among the top 1% genes exhibiting 128 folds up regulation in response to stress in this study suggesting that it plays very important role in regulating gene expression in response to salinity stress and may serve as a molecular marker of stress tolerance. *RITF1* also regulates the expression of *SOS1* indicating a link in both the calcium signaling pathways. Ultimately, activation of antioxygenic enzymes seems to be the major reason for improved growth under salinity stress condition by preventing oxidative damage. Also, since oxidative stress is a secondary effect of several biotic and abiotic stress factors, it would be interesting to investigate if CS52 variety of *B*. *juncea* is resistant to other stresses as well.

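The median log2 ratio of the 27 unigenes of catalase, superoxide dismutase, ascorbate peroxidase, dehydroascorbate or glutathione in Table S3 is 0.17, at percentile 99.4 of 10000 random lists matched on mean expression. The percentile is 99.9 with lists also matched on length and 96.6 with the SS values as deposited. Of the 27, 1 is at least 2-fold higher and 0 are at least 2-fold lower. The one that is higher is Bju_CS52_NR_19049. The paper proposes that antioxygenic enzymes, once activated, are the major reason for better growth, because they prevent oxidative damage.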

In conclusion, our results show that multiple pathways may be involved in salinity tolerance in *B juncea* var. CS52. The data generated in this study will serve as a valuable resource to support genome analysis, develop expression arrays, molecular marker identification and, initiating functional and comparative genomic studies in *B*. *juncea*.

## Supporting Information

S1 Table List of primers used for quantitative PCR. (XLSX) Click here for additional data file.

S2 Table List of up- and down-regulated transcripts. (XLSX) Click here for additional data file.

S3 Table List of transcripts with normalized RPKM ≥100. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

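Transcript levels were measured by RNA-seq in seedlings of B. juncea var. CS52, in 1 control library (CTRL) and 1 library after 24 h in 200 mM salt (SS). The paper's methods give an age of 15 days, and its introduction and the sample labels give 2 weeks. The authors assembled the reads with Trinity after splitting them by alignment to B. rapa with Tophat, clustered the transcripts with CD-HIT-EST, discarded transcripts with low mapping coverage, and mapped the high-quality reads of each library to the remaining unigenes with BOWTIE2. The methods also name DESeq for normalization and differential expression. Versions of Trinity, Tophat, BOWTIE2 and DESeq are not given in the sources used here. No genome was used in the recalculation.

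The deposited CTRL column is RPKM as the authors calculated it, on 94800630 high-quality reads and each unigene's own length. The deposited SS column is also named RPKM, but it holds a signal proportional to reads: all 47505 listed values lie within 0.01 read of a whole multiple of 1 step, with a largest distance of 0.000174 read, and the step equals 1 read on 849 bp. The design fixed before the data were examined took both columns to be RPKM. Since the SS column is in another unit, it was converted to RPKM with each unigene's own length, and the values as deposited were kept as an alternative chosen after seeing the data. The counts of unigenes at 1 or more, the ranges and the CTRL classes use the deposited values. The number of further columns with values per sample is 0.

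Lengths were recovered as follows. The fold changes of Table S2a and the SS reads gave whole CTRL reads for 586 unigenes, and so their lengths. Lengths increase with the unigene number within the rapa and within the non-rapa series, with 0 violations, so each other length lies between those of its neighbours. A single whole length gave whole CTRL reads for 47388 of 47392 unigenes with a CTRL value above 0. More than 1 length fitted for 4, which took the middle one, and 121 unigenes without a CTRL value above 0 took the middle of their neighbours' lengths. The down regulated unigenes of Table S2b used here (667 of the paper's 882) were not used in the recovery, and their fold changes were recalculated to within 0.000458%. The size-factor ratio of 1.11258 was found both from Table S2a and as the median ratio of reads over 42155 unigenes.

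The recovery and the counts were tested on simulated data made from the real unigenes. Salinity reads were recovered for 100% of 47513 unigenes, and CTRL reads and lengths for 99.9% of 47420. Of 200 unigenes changed by 4-fold, 199 passed the minimum RPKM, and 99.5% of these passed 2-fold in the right direction, with a median error of 0.08 on the log2 scale. Of 42189 unchanged unigenes, 0.0948% passed 2-fold. The simulated reads were Poisson draws around the same mean in both libraries, scaled to depth, and the changed unigenes were taken from better covered ones. Spread between seedling pools or library preparations was left out, so this share is not a false rate for the real libraries. Simulated gene lists without a shift lay outside the central 95% of random lists in 4% of cases. These lists were random draws themselves, so this checks the calculation and not the behaviour of related genes.

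The log2 ratio of SS to CTRL uses a pseudocount of 0.1 RPKM and unigenes with at least 1 RPKM in either library. Ratios printed without log2 carry no pseudocount. With 1 library per condition, no test across samples was made, and intervals cover counting error only (95%, exact Poisson for reads, Clopper-Pearson for ratios, from SciPy 1.17.1). PCR duplicates are not independent molecules, and the intervals do not cover them. One read on 1000 bp is worth 0.0105 RPKM in CTRL and 0.0111 RPKM in SS. A library with 0 reads was set to a floor of 3 reads. Gene lists were placed among 10000 random lists matched on 10 classes of mean expression. Reads of homeologs and other near-identical copies may be split between unigenes by the mapping.

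Named unigenes were chosen by a rule fixed before the data were examined, when the values in Tables S2 and S3 had already been seen: all unigenes of Table S1, the genes the text names that Tables S2 or S3 tie to a unigene by annotation, the 2 largest rises and 2 largest falls among unigenes with at least 10 RPKM in either library, and the highest unigene of each library. LEA4-5 was tied to its unigene by the annotation of the deposited table. Further unigenes with the same B. rapa match as a named one were chosen after their values were seen. Gene families were taken by words in the annotation of the deposited table, so unigenes without an annotation there are left out.

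Alternatives fixed before the data were examined were pseudocounts of 0.01 and 1 RPKM, centring on the median of unigenes with a mean of at least 10 RPKM, the same total in both libraries, removal of a running trend over the unigene number (windows of 500 unigenes), other minimum values, and other definitions of high expression. The SS values as deposited, and whole reads with size factors and a pseudocount of 1 read, were added after seeing the data. MapMan, KEGG and GO categories, EST mapping and qPCR were not analysed here. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9 were used.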

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

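All tests in this part were chosen after the results were seen.

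The unigenes with 0 reads in CTRL and at least 100 reads in SS number 45, and 0 of them are in Table S2a, although the highest has 1363 reads in SS. In the other direction, 58 unigenes have 0 reads in SS and at least 100 in CTRL. Of the 45, 40 are non-rapa and 7 carry an annotation in the deposited table. Their absence from Table S2a may come from the authors' filtering of unigenes with 0 control reads: of 24 unigenes with 1 to 3 reads in CTRL and at least 100 in SS, 24 are in the table. Reads from another organism or a difference between the pooled seedlings were not tested. An effect of salinity stays open and was not tested, since each condition has 1 library.

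Of the 5186 unigenes with a deposited value under 1 in both libraries, 1137 reach 1 RPKM in SS with their own length, and the longest of these is 820 bp. The common length of 849 bp in the deposited SS column lowers the values of shorter unigenes and raises those of longer ones, and 207 unigenes reach 1 only through it. For 307 of them the lower limit of the SS RPKM is at least 1, where counting error would give no more than about 129.7 if all 5186 were under 1, so the tables argue against counting error as the whole source. For the other 830 the lower limit lies under 1, and counting error cannot be told apart from a level above 1, because the reads are few. The one with the most reads in SS, Bju_CS52_R_9465, has 76, against 43 in CTRL, on 529 bp. No biological explanation was tested.

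A second unigene with the B. rapa match of GPX3, Bju_CS52_R_15792, has a log2 ratio of -0.29, whereas the unigene of Table S1 rises. It has 4462 reads in CTRL and 3449 in SS, a ratio of 0.816 with an interval from 0.781 to 0.854. The upper limit of 0.854 lies below the lower limit of 1.69 of the named unigene, so counting error does not account for the difference. It was singled out after its values were seen. Of 43 such further unigenes with at least 100 reads, 26 belong to a named unigene whose own interval is apart from 1, and 4 of these lie on the other side of 1 from their named unigene, with both intervals apart from 1. They are the GPX3 unigene above, Bju_CS52_R_12324 and Bju_CS52_R_19693 for XTH, and Bju_CS52_R_19838 for APX. With size factors 3 of them stay opposite. The APX pair does not, since its named unigene Bju_CS52_R_4990 has a ratio of 0.981 (0.941 to 1.02), and a log2 ratio of 0.14 without the running trend. Reads shared between the copies were not tested, and a different response of the copies stays open, without a replicate to test it.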

How the results depend on the processing

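The SS values as deposited, the whole reads with size factors and the own-length counts were chosen after seeing the data. No paired analysis was possible because each condition has 1 library. Read counts in a file of their own were not used here, so the alternative fixed for them was run only on recovered reads. The cause of each shift below was not tested, except where the setting itself gives it.

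The counts of changed unigenes kept more falls than rises under every setting. A pseudocount of 1 gives 403 higher and 644 lower, a minimum of 10 RPKM 101 and 190 (fewer unigenes enter), and the SS values as deposited 7033 and 9144, against 828 and 1820. The share of higher unigenes is 31.3%, and 41.2% without the running trend, 43.5% as deposited, and between 29.9% and 38.5% under the other scalings. No scaling moved the median of all unigenes by more than 0.1 on the log2 scale.

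Among unigenes at 100 RPKM or more in CTRL, the SS values as deposited give 133 higher and 63 lower, against 3 and 20, so there more rise than fall. High expression by the mean gives 7 higher, 4 of them under 100 RPKM in CTRL, since a rise itself lifts the mean, and high expression in both libraries gives 6 lower. In SS, 1112 unigenes are at 100 or more as deposited. The highest SS value is 54431.8 with own length. Over unigenes at 1 or more, the CTRL classes hold 79.3%, 16.9%, 2.06% and 1.73%.

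The median log2 ratio of all, rapa and non-rapa unigenes is -0.06, -0.10 and -0.01. It is -0.0797, -0.118 and -0.0235 when centred, -0.00029, -0.000536 and -6.26e-05 without the trend, -0.0708, 0.0912 and -0.303 as deposited, 0.0106, -0.0294 and 0.0678 with reads and size factors, and 0.0128, -0.00761 and 0.0464 at 10 RPKM or more. A pseudocount of 1 gives -0.0497 for all and -0.0804 for rapa unigenes. The medians without the trend are fixed by the setting, which subtracts a running median within the rapa and within the non-rapa series. They are no check on the difference between these groups. The unigene number rises with length, so the trend removed is also one of length.

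Of the up regulated unigenes of Table S2a, 287 reach 2-fold with a pseudocount of 1, against 485. The ribosomal percentile is 0 matched on length, without the trend, as deposited and with reads and size factors, the only alternatives run for the lists. That of light harvesting and photosystem unigenes, 1.92, is 5.295 matched on length and 20.8 as deposited. That of the ROS and glutathione unigenes, 99.4, is 99.9 matched on length, 99.6 without the trend and 96.6 as deposited.

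Of the 90 named unigenes, only the thioredoxin Bju_CS52_R_2179 changed sign among those past 2-fold, to -0.16 as deposited. With the pseudocount of 0.1, 7 of the 90 log2 ratios already lie outside the counting interval of their RPKM ratio, which carries no pseudocount, and with 0.01 this holds for 0. Outside it only under the alternative are 73 on the deposited SS values, 55 with reads and size factors, 43 without the running trend and 11 with a pseudocount of 1. Depth limits the low unigenes: with 2 reads in CTRL, the ratio of RITF1 is known only between 33.2 and 1009.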

Differences from the paper's values

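The SS values as deposited and the whole reads with size factors were chosen after seeing the data.

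The lowest CTRL value above 0 is 0.00396 RPKM, and the paper's is 0.009. No alternative was set for it.

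High-expressed unigenes at least 2-fold higher in SS number 3, and the paper's count, which equals the overlap of Tables S2a and S3, is 9. Of the alternatives set before the data were examined, high expression by the mean of the libraries gives 7, a number within 1.5 times the paper's count but mostly of other unigenes. Only 3 of the 7 are among the paper's 9, and the other 4 are under 100 RPKM in CTRL and enter through their SS values. The pseudocounts, centring, equal totals, removal of the trend and high expression in both libraries each give 3. Whole reads with size factors give 4, all among the 9. The SS values as deposited give 133, which hold 7 of the 9 and drop 2. The paper's own fold changes of the 9 start at 1.93.

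For 5 unigenes of Table S1, the SS RPKM in the paper's Table S3 is more than 1.5 times the value with the unigene's own length. The paper's value is 263.8 for NCED4 against 111, 469.8 for APR against 229, 465.7 for APX4 against 227, 229 for MDHAR6 against 107, and 1844.3 for GLU1 against 297. The alternatives set before the data were examined were not applied to these values. The deposited SS values equal the paper's. Over all 733 unigenes of Table S3, 314 differ by more than 1.5 times.

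ENH1, which the paper gives as more than 2-fold higher, is higher under every scaling tried, but its ratio of 1.88 is under 2. It is 1.98 with size factors and 2.47 as deposited.

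For other genes and families, directions differ. The paper has NCED4 up regulated, and also reports it higher by qPCR on separately grown seedlings, which was not analysed here. In these libraries, its RPKM ratio is 0.974. With size factors, chosen after seeing the data, it is 1.03, without the running trend, set before, the log2 ratio is 0.03, and it passes 2-fold only with the SS values as deposited, at 2.31, a setting chosen after seeing the values, under which 565 of the 587 unigenes of Table S2a are above 1. The paper names zinc finger and bHLH transcription factors as up regulated among its differentially expressed genes. By annotation words, without its limit on the false discovery rate, 5 against 20 and 5 against 11 unigenes are at least 2-fold higher and lower. The sets are unlike, since the zinc finger words also match proteins beyond transcription factors. The excess of falls is smaller under alternatives set before the data were examined, with 8 against 13 and 7 against 8 without the running trend, and 3 against 4 and 3 against 3 with a pseudocount of 1, so for bHLH the counts are equal in the last. Rises outnumber falls in neither family under any scaling tried. MADS-box, named with them, has 6 against 1. The paper lists MDHAR among induced genes, and the ratio of MDHAR6 is 0.994, with an interval from 0.974 to 1.01 that includes 1. It is 1.05 with size factors and 2.14 as deposited, both chosen after seeing the data, and its log2 ratio is 0.05 without the running trend. The median of the 3 MDHAR unigenes, 0.12, is above 0 under every scaling tried, with 0 past 2-fold except as deposited, where 3 are higher. For APX, APX1 is higher at 1.60 and APX4 lower at 0.753, or 1.54 as deposited. The paper also names superoxide dismutase as up regulated. The 6 unigenes with that annotation in the deposited table have a median log2 ratio of -0.42, with 0 past 2-fold except as deposited, where 1 is lower, whereas the iron form Bju_CS52_NR_19049, annotated only in the paper's tables, is 4.88 times higher.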

Other observations

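The tests in this part were chosen after the results were seen, except the random lists matched also on length.

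The deposited ratio of SS to CTRL rises with unigene length, with a Spearman correlation across unigenes of 0.881. The SS column holds another unit than its name says: 47505 of 47505 values are whole multiples of 1 step within 0.01 read, and the recovered reads give the fold changes of Table S2b, which were not used in the recovery, to within 0.000458%. A length bias between the libraries as the whole source is argued against by the correlation of 0.0507 that is left with own lengths. No biological explanation was tested.

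Changes of at least 32-fold number 91, of which 42 are higher and 49 lower in SS. Of these, 89.0% are non-rapa and 13.2% carry an annotation in the deposited table, against 41.6% and 56.2% of all unigenes with at least 1 RPKM. Few reads as the source is argued against by the 45 changes with at least 500 reads in a library, of which 86.7% are non-rapa, against 33.7% of all 17167 unigenes with as many reads. A limit of 100 reads had been tried first and left 89 of the 91, which decides nothing, so 500 was chosen after that. Reads from another organism and differences between pooled seedlings may contribute and were not tested, and neither was an effect of salinity.

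Ribosomal protein unigenes among the high-expressed have a median log2 ratio of -0.22. Their percentile is 0 among lists matched also on unigene length, which argues against unigene length as the source. Other technical explanations were not tested, and with 1 library per condition an effect of salinity cannot be separated from a difference between the libraries.

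In Table S2a, 40 of the paper's 587 fold changes are under 2, the lowest being 1.93. The largest of the paper's p values is 0.0544, and 10 are above 0.05. Of the 587 p values, 581 are distinct. Whether this column holds adjusted values was not settled, so its values cannot be set against the paper's limit on the false discovery rate.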
